A study of Mus musculus and Homo sapiens with 16 samples. Its data were reported in "Transfer RNA acetylation regulates in vivo mammalian stress signaling" (2025).

How the data were processed

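Transfer RNA was profiled by mim-tRNA-seq, which sequences size-selected small RNA with a reverse transcriptase that reads through modified bases, so that tRNAs differing by a few bases (isodecoders) can be told apart. Before library preparation the study treated the small RNA with a demethylase, to take methyl groups off some bases. The series held 16 libraries in 8 groups. WT and THUMPD1 knockout (KO) libraries, 2 of each, came from cells labelled HEK293, a human embryonic kidney line that the study calls HEK-293T, and from mouse liver, cerebellum and testes. THUMPD1 is the adapter through which the acetyltransferase NAT10 places N4-acetylcytidine (ac4C) on cytosolic tRNA-Leu and tRNA-Ser. Each library was put in its group from its genotype and its cell line or tissue label.

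The authors deposited 4 tables, 1 per cell line or tissue, each holding 2 WT and 2 KO libraries and 1 line per isodecoder or group of isodecoders. The per-library values in these deposited tables were a signal: reads assigned uniquely to each tRNA, divided by the authors' DESeq2 size factor within that table. The authors' log2 fold changes (log2 scale, KO over WT) and p-value columns from DESeq2 stood beside them. Tool versions were not stated. The submitters' processing notes named hg38 for the HEK293, liver and cerebellum libraries and mm10 for the testes libraries, although the names in the liver and cerebellum tables were those of mouse tRNAs. Tables scaled apart were not pooled on the deposited scale.

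Whole reads were recovered by dividing each library by its smallest step. All values, 100% in each of the 16 libraries, lay within 0.1 read of a whole number, and the largest distance was 0.0011. Recovered reads per library ranged from 1276638 (cerebellum KO 1) to 15064164 (testes KO 2). HEK293 libraries held 2862992 to 5254272 reads, liver libraries 1711103 to 3653877, cerebellum libraries 1276638 to 2320319 and testes libraries 1870404 to 15064164. For lines with a mean of at least 20, a DESeq2 fit to the recovered reads differed from the deposited log2 fold changes by at most 0.01 in any table. Lines of lower abundance were not part of this check. Whether reads had been collapsed on the random bases of the adapters was not stated, so depth bounds counting error only. Each table also held a line for an Escherichia coli tRNA, which was left out of all tests and took 2 to 166 reads per library.

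Each table was tested alone with limma (version 3.58.1, in R 4.3.3) on log2 of the normalized count plus 1, KO minus WT, with moderated variances and a trend on abundance. Lines with a mean of at least 20 over the 4 libraries were tested, which held at least 99.98% of the reads: 213 in HEK293, 137 in liver, 143 in cerebellum and 156 in testes. Tests were two-sided, and the threshold was a Benjamini-Hochberg adjusted p under 0.05 within a table. No mitochondrial tRNA was among the tested lines. Anticodon pools were sums over all isodecoders of an anticodon and were tested in the same way. Families (isotypes, plus Leu and Ser together, Leu other than CAG, Leu-CAG, the queuosine tRNAs and Arg-TCT) with at least 2 tested lines were compared with the remaining tRNAs by camera in limma, with a preset correlation of 0.01 and, as an alternative, an estimated one. Adjustment was over all families of a table. The share of a family in a library was its percent of all normalized counts. It was compared by a two-sided exact permutation test, for which the smallest p that 2 against 2 libraries allow is 0.333.

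Differences of the KO effect between mouse tissues were tested on recovered reads with edgeR (version 4.0.16, quasi-likelihood, TMM) over the 12 mouse libraries. DESeq2 (version 1.42.0) and edgeR on recovered reads were alternatives in each table. Further alternatives were pseudocounts of 0.5 and 10, no minimum or a minimum mean of 200, a fold of at least 1.5, TMM scaling, equal library totals, equal medians of tRNAs other than Leu and Ser, moderation without trend or with a robust prior, replicate number as a block, and leaving out each library. Where an arm then held 1 library, that library was assumed to vary like the others.

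The groups, tests, families, alternatives and the rule for named tRNAs were set before the data were examined. In each table the rule named the 12 Leu or Ser isodecoders past the threshold with the largest change. It also named, among the others, the 6 largest rises and 6 largest falls past the threshold whose WT and KO values did not overlap. All SeC and Arg-TCT isodecoders and all Leu and Ser anticodon pools were named whatever their result, with up to 6 other pools past the threshold and 5 HEK293 isodecoders that the study itself had picked. A tRNA named outside this rule is said to have been chosen after its values were seen. Tests of family differences between tissues were added after the data were seen and used the preset correlation alone. Fisher's exact test of Leu and Ser among the tRNAs that fell was not part of this plan. It takes isodecoders as independent units, although they were measured in the same libraries, so its p-values are descriptive.

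The limma procedure was tested on simulated data drawn at each table's depth and its trend of spread on abundance, with 20 simulations a table. Of 4-fold changes it recovered 98.0% in HEK293 (213 tRNAs), 100% in liver (137), 96.5% in cerebellum (143) and 23.0% in testes (156). Of 2-fold changes it recovered 50.5%, 81.0%, 72.5% and 3.5% in the same order. With no change simulated, the mean number of calls was 0 in HEK293, 0.05 in liver, 0.20 in cerebellum and 0.25 in testes. Each tRNA was drawn independently, so spread particular to a tRNA and shifts shared by tRNAs of a library were left out. These numbers therefore do not bound false calls in the real libraries. Lengths and positions of mouse tRNA genes came from the annotation of GRCm38.p6. The tables do not pair their names with loci, so no isodecoder was given a position.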

Results

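tRNA abundance was measured in WT and THUMPD1 KO material from HEK293 cells, mouse liver, mouse cerebellum and mouse testes, with 2 libraries in each of the 8 groups. The design asks which tRNAs change in abundance when cells lose THUMPD1, and with it the ac4C of cytosolic tRNA-Leu and tRNA-Ser. Libraries held from 1276638 reads (cerebellum KO 1) to 15064164 reads (testes KO 2). The study calls the tRNA libraries of each source biological replicates, and the labels name no animal for a library. Its HEK-293T KO cells were made by CRISPR-Cas9 with single-cell sorting, and it warned that KO lines may be selected for compensatory changes. The HEK293 libraries cannot separate loss of THUMPD1 from other traits of such a line. The p-values measure only the spread between these samples. Loss of the THUMPD1 transcript itself could not be checked, because the libraries hold tRNA only. Values below are DESeq2-normalized counts, as mean ± SD.

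The share of tRNA-Leu in the library was lower in both KO libraries than in both WT libraries of all 4 sources. In HEK293 cells, tRNA-Leu made up 8.05% ± 0.349 of normalized tRNA counts in WT and 6.13% ± 0.468 in KO (SD, n = 2). The share went from 6.76% ± 0.279 to 4.50% ± 0.303 in liver and from 8.10% ± 1.47 to 5.28% ± 0.297 in cerebellum. In testes it went from 8.56% ± 0.408 in WT to 3.31% ± 0.770 in KO. The exact permutation p was 0.333 in each source, the smallest that 2 against 2 libraries allow. The tRNA-Ser share was lower in both KO libraries in liver, from 6.29% ± 0.240 to 5.54% ± 0.303, and in cerebellum, from 7.19% ± 0.812 to 4.52% ± 0.218. It was also lower in testes, from 5.57% ± 0.179 to 3.89% ± 1.09. A share also falls when the total rises, and tRNA-Ser counts themselves stood at 159945 ± 2751 in WT and 156848 ± 4399 in KO liver, with overlapping values. In testes they were higher in both KO libraries, at 240165 ± 34099 against 210584 ± 757 in WT, while the total of all tRNAs went from 3784117 ± 107982 to 6556001 ± 2719969. The counts of tRNA-Leu were lower in both KO libraries of every source, by a log2 change of -0.44 in HEK293 cells, -0.43 in liver, -0.95 in cerebellum and -0.65 in testes. In HEK293 cells the tRNA-Ser values overlapped between genotypes, at 6.08% ± 0.0397 in WT and 6.50% ± 1.04 in KO.

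**Figure D1:**
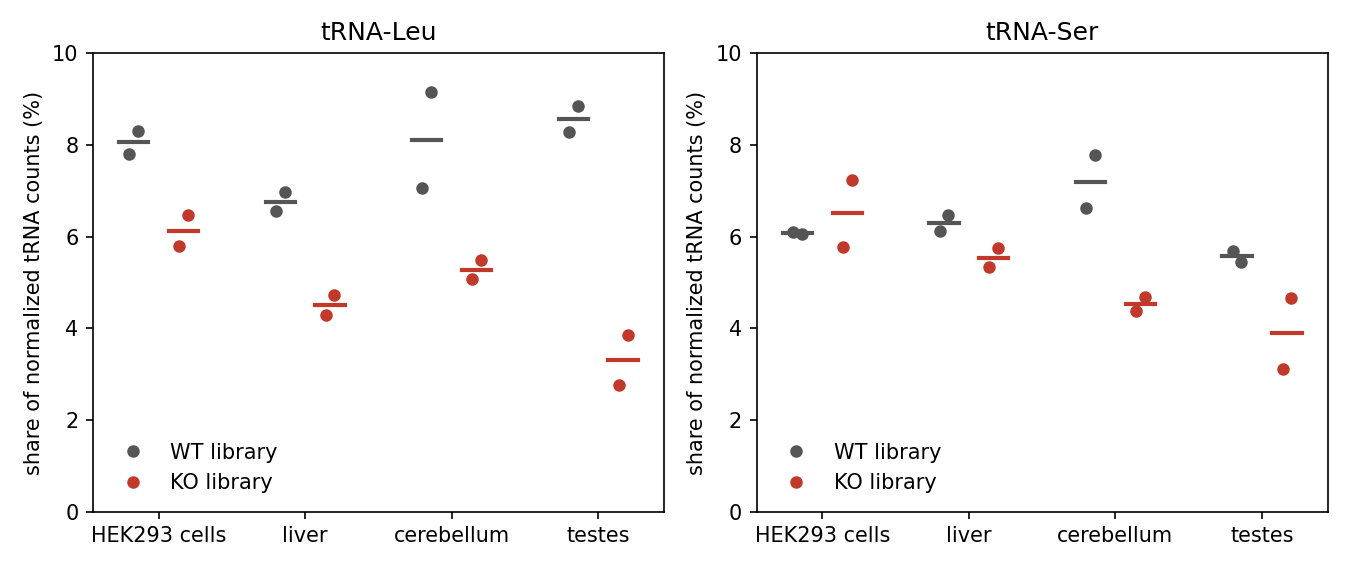
Share of tRNA-Leu (left) and tRNA-Ser (right) in percent of the normalized tRNA counts of a library, for HEK293 cells and 3 mouse tissues. Points are libraries (WT grey, KO red) and lines are the means of 2 libraries. For tRNA-Leu the KO points lie below the WT points in all 4 sources, from 6.13% against 8.05% in HEK293 cells to 3.31% against 8.56% in testes.

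In HEK293 cells, 6 of 213 tested tRNAs fell in the KO libraries, and 5 of them were among the 29 tRNA-Leu and tRNA-Ser isodecoders. Leu-TAA-2, a minor isodecoder that reads the UUA codon, went from 1036 ± 169 in WT to 199 ± 18.2 in KO (SD, n = 2), a 5.20-fold difference (log2 change -2.37, 95% interval -2.99 to -1.74, adjusted p = 0.000466). Ser-AGA-3 fell 3.52-fold, from 1826 ± 130.0 to 519 ± 118, and Leu-AAG-3 fell 3.50-fold, from 134 ± 10.03 to 38.3 ± 8.63. Leu-TAA-3 fell 2.27-fold and Ser-TGA-4 fell 2.12-fold. These 5 isodecoders were also the 5 that the study picked from the same libraries, so their direction is not independent evidence. The other tRNA that fell was Ala-AGC-24, from 487 ± 20.4 to 199 ± 4.83, and alanine tRNAs are not known targets of THUMPD1. Its call and that of Leu-TAA-3 were each lost under 7 of 16 alternatives, that of Ser-TGA-4 under 5 and that of Leu-AAG-3 under 6 of 15.

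The abundant member of the same anticodon group, Leu-TAA-1, stood at 11230.1 ± 2345 in WT and 12226 ± 1983 in KO (log2 change 0.13, adjusted p = 0.931; chosen after its values were seen). The Leu-TAA pool as a whole had a log2 change of -0.13, which did not pass the test (adjusted p = 0.991). The lowest adjusted p among the Leu and Ser pools was that of Leu-AAG, which stood at 94983 ± 18585 in WT and 60542 ± 2175 in KO (log2 change -0.64, adjusted p = 0.427). By limma 0 of 49 anticodon pools passed the test in either direction. At an unadjusted p under 0.05, 2 pools were lower and 0 higher, and edgeR and DESeq2 also called 0. The study reported significant reductions of several tRNA-Leu populations summed by anticodon in these cells. The tests here did not reach that result, and the study's text does not give the test or threshold behind it.

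As a family, 14 of 15 tRNA-Leu isodecoders had a log2 change below 0, with a median of -0.42. By the test over all rows 3 of them fell, and 6 when adjusted over the list alone. The family stood below the remaining tRNAs by camera with the preset correlation (adjusted p = 2.1e-08), but not with an estimated one (adjusted p = 0.818 with an estimated correlation). Of 14 tRNA-Ser isodecoders 2 fell, 3 when adjusted over the list alone, and the family median was 0.03 (adjusted p = 0.498), or -0.03 with the median of tRNAs other than Leu and Ser made equal. The tRNA-Glu family was higher, with a median of 0.40 (adjusted p = 0.038; adjusted p = 0.818 with an estimated correlation), with 0 of its 8 members past the test over all rows and 1 higher when adjusted over the list alone. SeC-TCA-1, the selenocysteine tRNA, had a log2 change of -0.34 (adjusted p = 0.694). SeC-TCA-2 had 0.11, and the 4 Arg-TCT isodecoders ranged from -0.21 to 0.08.

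Leu and Ser isodecoders were more frequent among the tRNAs that fell than among the rest (Fisher's exact test, two-sided, p = 0.000185). By limma 0 tRNAs rose in HEK293 cells, with 7 higher and 13 lower at an unadjusted p under 0.05; edgeR called 9 lower and 1 higher, and DESeq2 11 lower and 0 higher. WT and KO values did not overlap for 36.6% of the tested tRNAs, where chance gives 33.3%. The authors' deposited table called 10 lower and 0 higher at the same threshold, and 6 of those were also called here. Without KO 1, or without KO 2, no tRNA passed the threshold, and without WT 1 the counts were 5 lower and 8 higher.

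In liver, Leu-TAA-1 fell 5.41-fold, from 5650.3 ± 356 in WT to 1045 ± 99.3 in KO (SD, n = 2; log2 change -2.44, 95% interval -2.86 to -2.01, adjusted p = 0.000778). Leu-CAG-2, which reads the CUG codon, fell 2.53-fold, from 35251 ± 401 to 13942 ± 328 (log2 change -1.34, adjusted p = 0.00315). These were the only tRNAs past the limma threshold among 137 tested, and both kept their call under all 16 alternatives. Leu-TAA-2, the other abundant Leu-TAA isodecoder of mouse liver, stood at 6944 ± 629 and 6222 ± 99.0 (log2 change -0.16, adjusted p = 0.651; chosen after its values were seen).

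The Leu-TAA pool of liver, of which Leu-TAA-1 is a large part, also fell, from 12595 ± 271 to 7268 ± 1.62 (log2 change -0.79, adjusted p = 0.0135). The Leu-CAG and Leu-AAG pools had log2 changes of -0.56 and -0.53 and missed the threshold, each at an adjusted p of 0.0733, and Leu-CAA (-0.42, adjusted p = 0.142) and Leu-TAG (0.013, adjusted p = 0.930) did not pass either. Outside leucine, the Tyr-GTA pool fell (-0.86, adjusted p = 0.0135) and the Lys-CTT pool rose (0.48, adjusted p = 0.0476). The Lys-CTT call was lost under 8 of 17 alternatives, among them TMM scaling and DESeq2, and the Tyr-GTA and Leu-TAA pools each lost theirs without KO 1 and without KO 2. The 5 tRNA-Ser pools with a mean over 20 ranged from -0.33 to 0.14, and none passed the test.

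The tRNA-Leu family of liver was lower, with 9 of 11 isodecoders below 0 and a median of -0.42 (adjusted p = 0.00142; adjusted p = 0.734 with an estimated correlation). By the test over all rows 2 of them fell, and 4 when adjusted over the list alone. The 8 tRNA-Ser isodecoders had a median of -0.04 (adjusted p = 0.888), which equal-total scaling moved to -0.19 and a minimum mean of 200 to 0.0044. Of the other families, tRNA-Tyr was lower (median -0.89, adjusted p = 0.00142) and tRNA-Asp higher (median 0.37, adjusted p = 0.0465), with an adjusted p of 0.734 for both with an estimated correlation. All 3 tRNA-Tyr isodecoders fell when adjusted over the list alone, while 0 did by limma over all rows. SeC-TCA-1 had a log2 change of -0.49 (adjusted p = 0.232), and the 4 Arg-TCT isodecoders ranged from -0.20 to 0.13.

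Both liver tRNAs that fell were Leu isodecoders (Fisher's exact test, two-sided, p = 0.0184). By limma 0 tRNAs rose, with 9 higher and 15 lower at an unadjusted p under 0.05; edgeR called 3 lower and 0 higher, and DESeq2 7 lower and 1 higher. The authors' deposited table called 7 lower and 1 higher, with 2 of these also called here. WT and KO values did not overlap for 47.4% of tRNAs (33.3% by chance). Without WT 1 the counts were 18 lower and 20 higher, and without WT 2 they were 22 lower and 12 higher.

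In cerebellum, tRNA-Leu and tRNA-Ser fell together. Of 11 tRNA-Leu isodecoders 7 fell, 10 when adjusted over the list alone, with a family median of -1.04. Of 9 tRNA-Ser isodecoders 7 fell, also 7 when adjusted over the list alone, with a median of -1.05. Leu-TAG-1, which reads the CUA codon, fell 3.75-fold, from 12954 ± 2492 in WT to 3458 ± 209.9 in KO (SD, n = 2; log2 change -1.89, adjusted p = 0.00054). Ser-TGA-1 fell 3.06-fold, from 23888 ± 3414 to 7806 ± 251, and Leu-TAG-2 fell 3.02-fold, from 1891 ± 295 to 627 ± 97.2.

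The abundant cerebellar isodecoders Leu-AAG-1/2, Leu-CAA-1/2/3/4, Leu-CAG-1 and Ser-AGA-2/1 fell 2.06-fold, 2.17-fold, 2.15-fold and 2.17-fold, and each lost its call without KO 1. Leu-TAA-1, which fell in liver and testes, stood at 812 ± 159 in WT and 1046 ± 46.5 in KO (log2 change 0.38, adjusted p = 0.193; chosen for its result in liver). At the level of anticodons 16 of the 47 cerebellar pools fell and 5 rose. Outside Leu and Ser, the largest changes were rises in Lys-TTT (2.34), Phe-GAA (1.64) and Cys-GCA (1.06). Next came falls in Ala-CGC (-0.92), Glu-CTC (-0.91) and Ala-TGC (-0.86). Lys-TTT and Phe-GAA kept their call under every alternative, and the others lost it without KO 1 and without KO 2. Of 5 tRNA-Leu pools 4 fell, from -0.78 for Leu-CAG to -1.28 for Leu-TAG. The Leu-TAA pool at -0.46 did not pass (adjusted p = 0.0745). All 4 tRNA-Ser pools fell, with the Ser-TGA pool going from 29623 ± 4469.5 to 10393 ± 373 and the Ser-AGA, Ser-CGA and Ser-GCT pools falling by 1.10, 0.88 and 0.71 on the log2 scale. Of these 8 Leu and Ser pools only Ser-TGA kept its call under every alternative. The Leu-TAG pool lost it without KO 1, and each of the others both without KO 1 and without KO 2, while equal library totals also ended that of the cerebellum Leu-CAG pool (-0.45) and the cerebellum Ser-GCT pool (-0.38). By camera the adjusted p was 0.000352 for each family, and adjusted p = 0.796 with an estimated correlation. With tRNAs of any abundance tested, the cerebellum Ser family median log2 change was -0.29 and did not pass (adjusted p = 0.162).

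Other cerebellar tRNAs also changed. SeC-TCA-1, a long tRNA outside the ac4C class, fell 1.85-fold, from 13089.8 ± 4117 to 7061 ± 907 (log2 change -0.86, adjusted p = 0.0323), a call lost under 5 of 16 alternatives, among them equal library totals and moderation without a trend. Ala-TGC-2, Ala-CGC-1 and the abundant Glu-CTC-1 fell by 1.11, 0.98 and 0.94 on the log2 scale. All 3 lost their call without KO 2, Ala-CGC-1 and Glu-CTC-1 also without KO 1, and Glu-CTC-1 with equal library totals. The largest rise was in tRX-Gly-GCC-5, a low-abundance tRNA-like row, from 14.4 ± 5.12 to 136 ± 70.1, and the next 5 were in Cys-GCA-8 and 4 Lys-TTT isodecoders. Lys-TTT-1 rose 5.05-fold, from 5463 ± 1202 to 27580.4 ± 1961 (log2 change 2.35, adjusted p = 0.00054), and Cys-GCA-8 rose 4.87-fold. As families, tRNA-Cys (median 1.05, adjusted p = 0.00786), tRNA-Phe (1.61, adjusted p = 0.022) and tRNA-Arg (0.28, adjusted p = 0.0107) were higher, each with an adjusted p of 0.796 with an estimated correlation. With the median of tRNAs other than Leu and Ser made equal, that of tRNA-Arg was -0.02 and below 0.

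Arg-TCT-4, an isodecoder known for its expression in the nervous system, stood at 22501 ± 6409 in WT and 22326 ± 331 in KO cerebellum. In testes its WT mean was 259.8 ± 49.3. The 5 Arg-TCT isodecoders of cerebellum ranged from -0.02 to 0.26 in log2 change, and none passed the test.

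Over the 143 tRNAs tested in cerebellum, 25 fell and 14 rose, and 14 of the 25 were among the 20 Leu and Ser isodecoders (Fisher's exact test, two-sided, p = 1.17e-08). That test takes isodecoders measured in the same libraries as independent units. WT and KO values did not overlap for 66.4% of tRNAs (33.3% by chance). The authors' deposited table called 33 lower and 15 higher, and 39 of these were also called here. Equal library totals raised the median of all tRNAs by 0.33 and gave 16 lower and 37 higher. The scaling on tRNAs other than Leu and Ser lowered that median by 0.30 and gave 38 lower. Without KO 1 the counts were 5 lower and 9 higher, and without KO 2 they were 9 and 10.

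The study described testicular atrophy with loss of germ cells in KO mice, and the testes libraries do not show the make-up of the tissue. In testes, both abundant Leu-TAA isodecoders fell. Leu-TAA-1 fell 7.26-fold, from 4812 ± 1110.4 in WT to 662 ± 229 in KO (SD, n = 2; log2 change -2.88, 95% interval -4.26 to -1.51, adjusted p = 0.00235). Leu-TAA-2 fell 6.13-fold, from 41992 ± 29944 to 6850.0 ± 1323 (log2 change -2.42, adjusted p = 0.0187), and the Leu-TAA pool fell by 2.48 (adjusted p = 0.017). The pool lost its call under 5 of 17 alternatives, among them TMM scaling and the replicate block, and each of the 2 isodecoders under 5 of 16, among them equal library totals. The log2 change of testes Leu-TAA-2 was -3.22 without WT 1 and -1.62 without WT 2, that of the testes Leu-TAA pool -3.21 and -1.74, and equal library totals gave -3.61 for testes Leu-TAA-1. The only tRNA-Ser row that fell was tRX-Ser-CGA-1921, a tRNA-like row of low abundance, from 66.7 ± 21.3 to 3.69 ± 5.22, with KO 1 at 0 reads. Its call was lost under 4 of 14 alternatives, and the log2 change ranged from -6.04 to -2.51 over all of them.

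The 11 tRNA-Leu isodecoders of testes had a median of -0.62 (adjusted p = 0.127), and 2 fell both over all rows and when adjusted over the list alone. With equal library totals the testes Leu family median log2 change was -1.35 and passed (adjusted p = 0.0401). It also passed with DESeq2, without WT 1 and without KO 1, and without KO 2 or WT 2 it did not. The 10 tRNA-Ser isodecoders had a median of -0.11 (adjusted p = 0.638), and 1 fell by either adjustment. The other 4 tRNA-Leu pools ranged from -0.76 to -0.05 and the 4 tRNA-Ser pools from -0.15 to 0.48, and none of these passed the test.

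More of the testes calls lay outside Leu and Ser. Tyr-GTA-3 fell from 1645 ± 1255 to 120.0 ± 43.8, and Trp-CCA-3/4 fell 6.11-fold, from 10165 ± 3970.1 to 1665 ± 1223. Cys-GCA-8 fell from 76858 ± 22712 to 17045 ± 16991. Asp-GTC-4 rose 12.1-fold, from 1079.9 ± 313 to 13039 ± 8298 (log2 change 3.46, adjusted p = 0.000177), and SeC-TCA-1 rose 4.67-fold, from 22401 ± 8141 to 104552 ± 49741 (adjusted p = 0.0483). The call of SeC-TCA-1 was lost under 11 of 16 alternatives, among them TMM scaling, edgeR and the replicate block, that of Cys-GCA-8 under 6, that of Trp-CCA-3/4 under 5 and those of Asp-GTC-4 and Tyr-GTA-3 under 4. Over the alternatives the log2 change ranged from -4.44 to -2.70 for testes Tyr-GTA-3, -3.61 to -1.95 for testes Trp-CCA-3/4, -3.90 to -1.37 for testes Cys-GCA-8, 2.73 to 4.16 for testes Asp-GTC-4 and 1.46 to 2.69 for testes SeC-TCA-1. The tRNA-Cys (median -2.23, adjusted p = 0.00259) and tRNA-Trp (-2.50, adjusted p = 0.00692) families were lower. The tRNA-Asp (2.44, adjusted p = 0.0127) and tRNA-Val (1.65, adjusted p = 0.00511) families were higher, and the adjusted p was 0.737 for all 4 with an estimated correlation.

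Over the 156 tRNAs tested in testes, 13 fell and 7 rose, and 3 of the 13 were Leu or Ser isodecoders (Fisher's exact test, two-sided, p = 0.386). WT and KO values did not overlap for 55.1% of tRNAs (33.3% by chance). The authors' deposited table called 14 lower and 14 higher, and 17 of these were also called here. Testes libraries varied most, with a median standard error of 0.75 in log2 change against 0.25 in HEK293 cells, 0.19 in liver and 0.21 in cerebellum. Without WT 2 or without KO 1 no tRNA passed the threshold, without WT 1 the counts were 1 lower and 1 higher, and without KO 2 they were 22 and 19. With equal library totals, which lowered the median of all tRNAs by 0.74, no tRNA passed either.

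**Figure D2:**
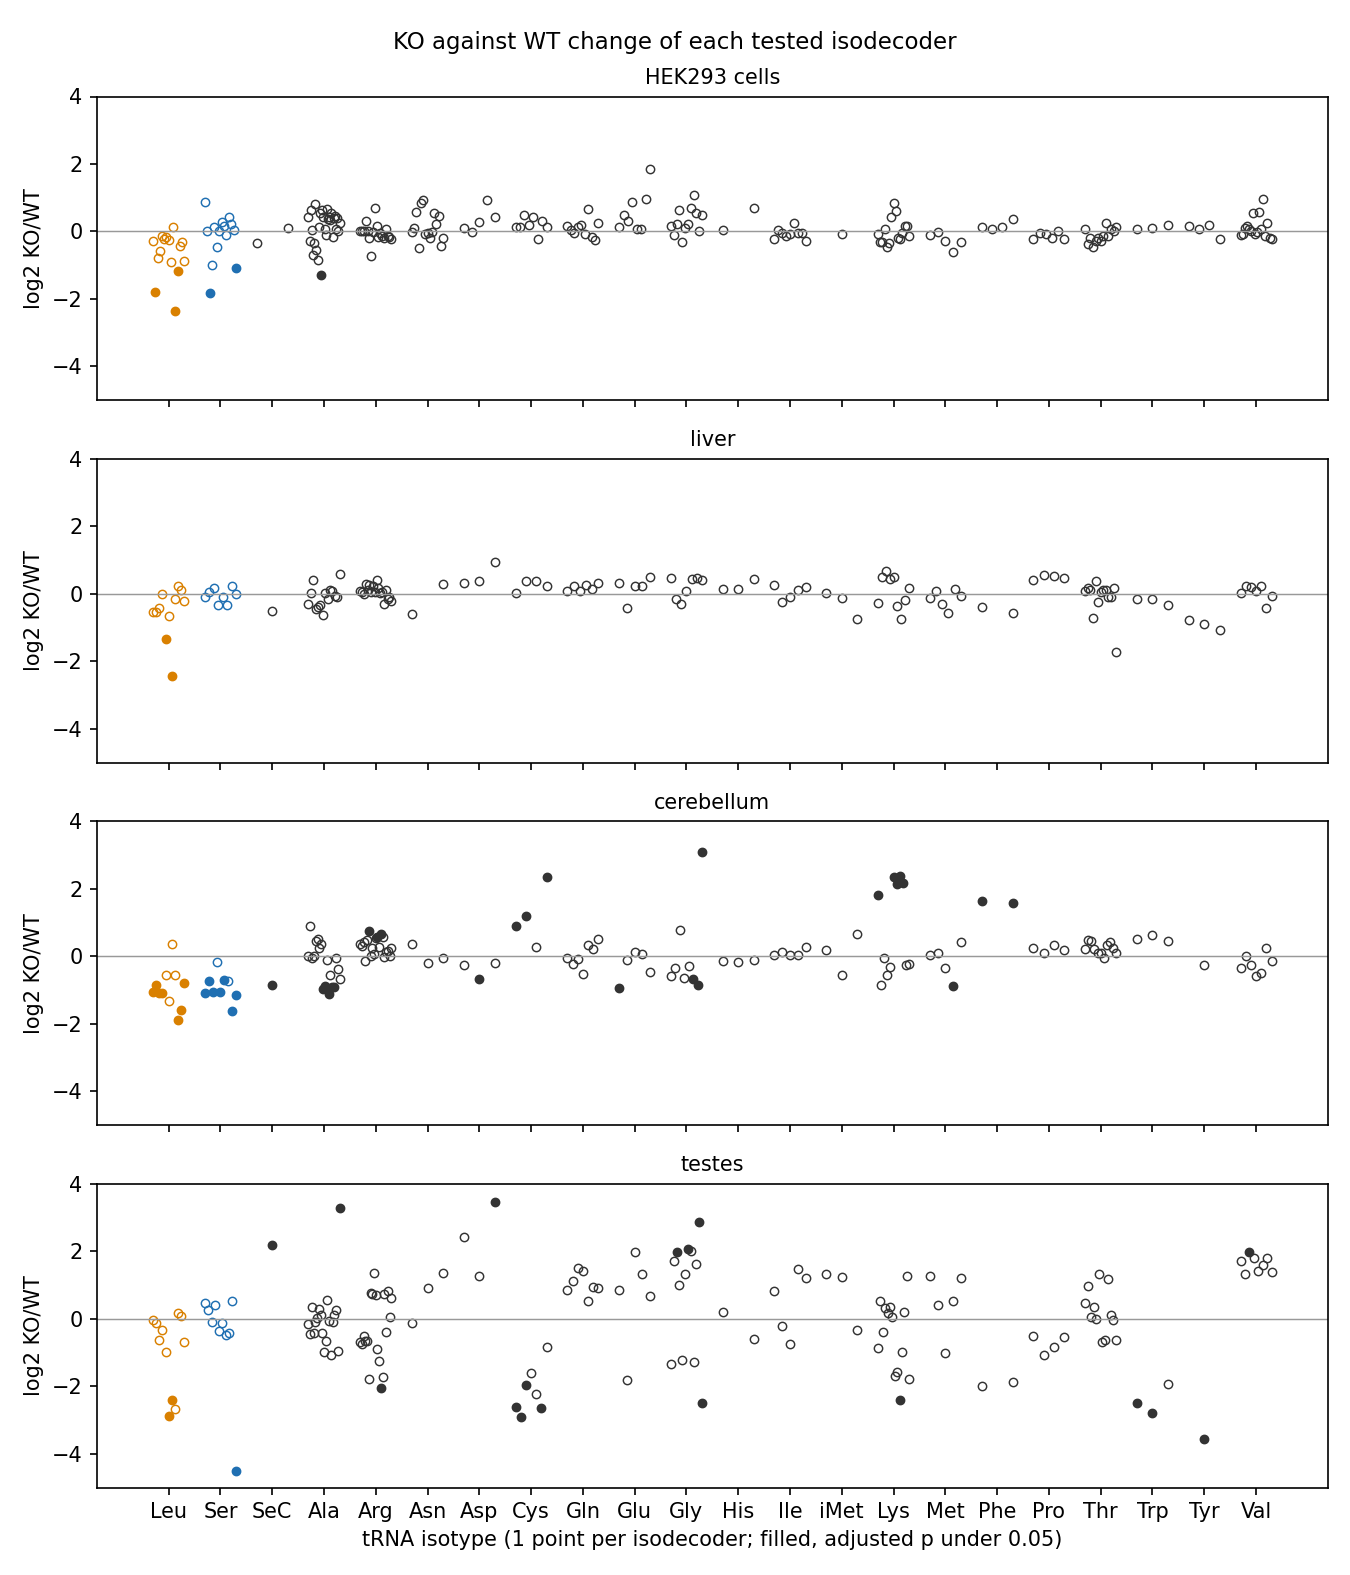
Log2 change (KO over WT) of each tested isodecoder, by isotype, in HEK293 cells, liver, cerebellum and testes. Filled points passed an adjusted p under 0.05, with tRNA-Leu in orange, tRNA-Ser in blue and other isotypes in black. Filled points number 6 in HEK293 cells, 2 in liver, 39 in cerebellum and 20 in testes.

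The 3 mouse tissues were then compared with each other. Across the tRNAs tested in both tissues, which are not independent replicates, the log2 changes correlated with a Pearson r of -0.12 between liver and cerebellum (125 tRNAs). The value was 0.37 between liver and testes (124 tRNAs) and -0.44 between cerebellum and testes (134 tRNAs). Spearman's rho was -0.11, 0.29 and -0.38 for the same 3 pairs. Liver and testes shared 1 tRNA that fell, Leu-TAA-1, where 0.145 would be shared by chance. Cerebellum and testes shared 0 that fell, where 1.89 would be expected by chance, and 7 tRNAs moved in opposite directions, among them Cys-GCA-8, Cys-GCA-1/4/5/7/16/17/21, Lys-TTT-3 and SeC-TCA-1.

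By the edgeR test of the difference itself over 119 tRNAs, 1 tRNA differed in its KO effect between liver and cerebellum. It was Leu-TAA-1, whose log2 change was higher in cerebellum by 3.12 (adjusted p = 0.00111). Between liver and testes 10 tRNAs differed, and between cerebellum and testes 27. The spread was estimated over all 12 mouse libraries, so the more variable testes libraries also entered the test of liver against cerebellum. The count of 1 there may therefore miss tRNAs that differ. Leu-TAA-1 did not pass between liver and testes (difference -0.55, adjusted p = 0.492). The 6 tRNA-Ser isodecoders of this comparison had a lower change in cerebellum than in liver, with a median difference of -0.76 (camera, adjusted p = 0.0292). For the 9 tRNA-Leu isodecoders that difference was -0.19 (adjusted p = 0.55). Both camera tests used the preset correlation, and an estimated one, which ended the family calls within each source, was not tried. Without testes KO 2 the count between cerebellum and testes was 66 and that between liver and testes 50. Leaving out any 1 liver library brought the count between liver and testes to 0, and without testes KO 1 or KO 2 that between liver and cerebellum was 16.

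**Figure D3:**
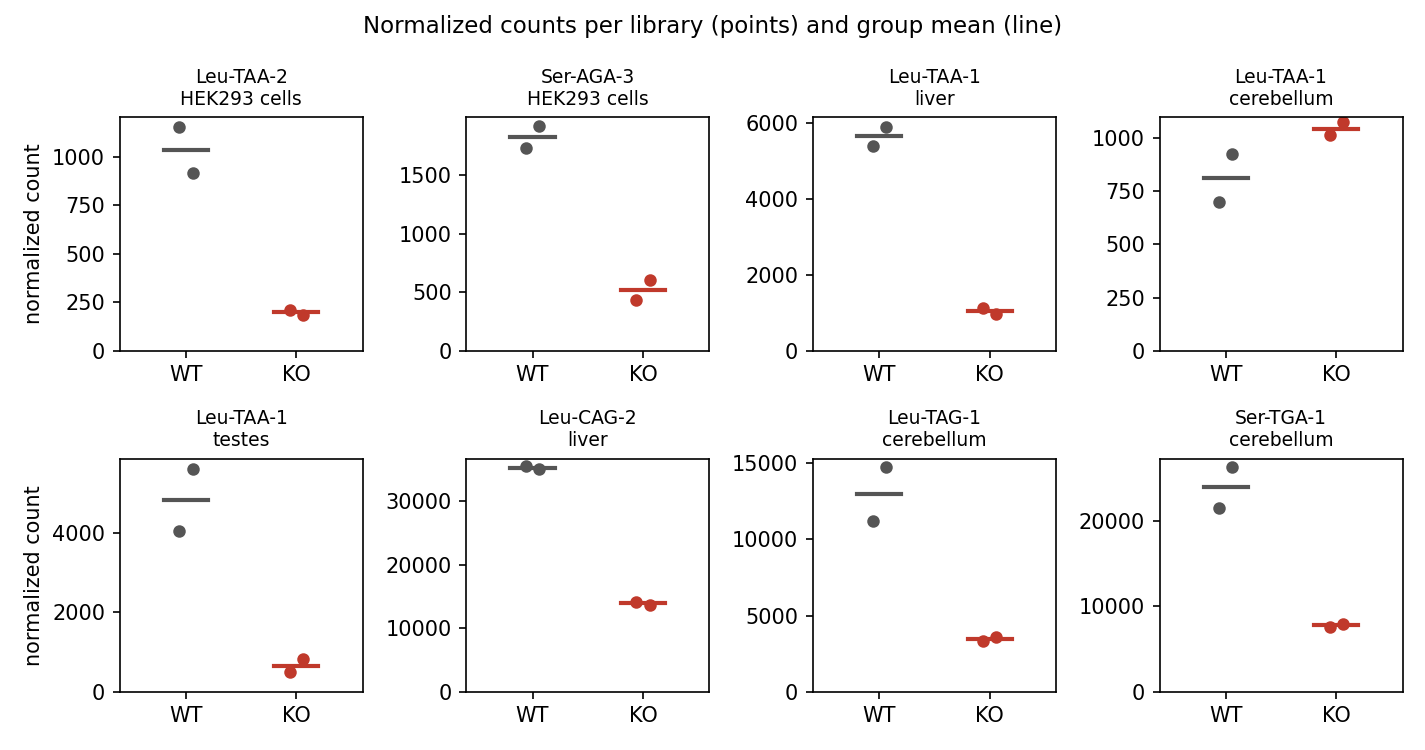
Normalized counts of 6 isodecoders in 8 panels, each with the WT libraries (grey) and the KO libraries (red) of 1 source. Points are libraries and lines are means of 2 libraries, and the vertical axes start at 0. In the Leu-TAA-1 panels the KO mean was 5.41-fold lower in liver and 7.26-fold lower in testes, and in cerebellum it was 1.29 times the WT mean.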

Values the study reported

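For HEK-293T cells, the study reported that loss of THUMPD1 lowered tRNA-Leu-UAA-2 by about 4-fold, from n = 2 biological replicates. Smaller reductions were reported for the other isodecoders that it named. Northern blots of the same cells had shown the study no clear change of tRNA-Leu or tRNA-Ser. Summed by anticodon, it reported that several tRNA-Leu populations were significantly reduced while tRNA-Ser changed little. In mice it reported more affected isodecoders in cerebellum than in liver. It also reported rises of several cerebellar tRNAs that lack this ac4C, and stated that other tissues showed no change of them. It considered technical noise or secondary effects as possible reasons. In testes it reported lower tRNA-Leu, with noisier data that it thought might reflect wider dysfunction.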

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

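The tests of technical explanations in this part, and the tests of family differences between tissues, were chosen only after the results were seen. The tests of single tRNAs between mouse tissues had been set beforehand.

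The KO effect differed between mouse tissues by the edgeR test of the difference for 1 tRNA between liver and cerebellum, 10 between liver and testes and 27 between cerebellum and testes. All 3 counts rest on a spread estimated over the 12 mouse libraries together. Among the named tRNAs, Leu-TAA-1 had a log2 change higher by 3.12 in cerebellum than in liver, and its difference of testes from cerebellum was -3.66. The difference of testes from cerebellum was -2.47 for Leu-TAA-2, 1.66 for Leu-TAG-1, 3.51 for Asp-GTC-4 and 2.72 for SeC-TCA-1. It was -4.96 for Cys-GCA-8, -3.76 for Cys-GCA-1/4/5/7/16/17/21, -3.90 for Tyr-GTA-3, -3.68 for Trp-CCA-3/4 and -3.25 for Trp-CCA-2. For Lys-TTT-1, Lys-TTT-2 and Lys-TTT-7 it was -3.89, -3.83 and -3.32.

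Testes also differed from liver, by -2.55 for Leu-TAA-2, -2.97 for Tyr-GTA-3, -2.61 for Trp-CCA-3/4 and -2.28 for Trp-CCA-2. The same difference was -2.59 for Cys-GCA-1/4/5/7/16/17/21, -2.56 for Cys-GCA-8, 2.65 for SeC-TCA-1 and 2.57 for Asp-GTC-4. Among families, cerebellum minus liver gave median differences of 2.42 for Phe, -0.76 for Ser and -0.37 for Leu and Ser together. Testes minus liver gave -2.40 for Cys, -2.28 for Trp and 1.71 for Val. Testes minus cerebellum gave 2.51 for Asp, -3.57 for Cys, 2.03 for Gly, -3.73 for Phe, -3.25 for Trp and 1.91 for Val.

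In 5 anticodon pools that passed the test in a mouse tissue, both KO libraries lay on the other side of both WT libraries than in HEK293 cells. They were Lys-CTT in liver (0.48), Ala-CGC in cerebellum (-0.92), and Cys-GCA (-2.22), SeC-TCA (2.19) and Trp-CCA (-2.26) in testes. The call was lost under 8 of 17 alternatives for Lys-CTT, 2 for Ala-CGC, 8 for Cys-GCA, 7 for SeC-TCA and 7 for Trp-CCA. The log2 changes in HEK293 cells were -0.24, 0.41, 0.27, -0.34 and 0.12 in the order named, and 0 of 49 pools passed there. The pools that passed were 2 lower and 1 higher in liver, 16 and 5 in cerebellum, and 5 and 1 in testes. Other cerebellar pools that passed lay apart on the same side as in HEK293 cells. They were Leu-AAG, Leu-TAG, Leu-CAA, Leu-CAG, Cys-GCA, SeC-TCA and Arg-CCG. With 2 against 2 libraries, WT and KO values do not overlap in 33.3% of cases by chance, counting both directions. The difference between human cells and mouse tissues was not tested.

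The first pattern is that tRNA-Cys, tRNA-Phe, tRNA-Trp and Lys-TTT lay above the other tRNAs in KO cerebellum (median 1.57) and below them in KO testes (median -1.98). The set was put together because of these directions, so the difference between the tissues was not tested on it. In testes the 2 KO libraries themselves differed in this set, relative to the other tRNAs, by -2.003, against -2.15 between genotypes. That is consistent with recovery of these tRNAs varying between libraries. In cerebellum the larger difference within a genotype was -0.39 against 1.62 between genotypes. With 2 libraries per genotype such variation and a tissue-specific effect of the knockout cannot be told apart. The study described testicular atrophy with loss of germ cells in KO mice. The make-up of the tissue was not measured in these libraries, so a change of it in KO testes cannot be told apart either. Single members and families of the set did differ between cerebellum and testes, as given above, but those tests do not separate these explanations.

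The second pattern is the lower tRNA-Leu in KO, where tRNA-Leu and tRNA-Ser genes of the mouse annotation are of like length (medians 83 and 82 nt, against 72 nt for the others), so that a poorer yield of long tRNAs in size selection would lower both alike. The ratio of Leu to Ser reads had a log2 change of -0.48 in HEK293 cells, -0.40 in liver and -0.84 in testes, each without overlap and beyond the gap within a genotype, which argues against size selection as the whole cause in those 3 sources. The ratio of Leu and Ser to SeC, another long tRNA, had a log2 change of 0.13 in HEK293 cells and 0.27 in liver, both with overlapping values, so a part for size selection stays open there, and -2.45 in testes without overlap. In cerebellum the ratio of Leu to Ser had a log2 change of 0.057. That of Leu and Ser to SeC had one of -0.10, and both overlapped between genotypes. These ratios leave a lower yield of long tRNAs open there, but they compare long tRNAs only with each other. Outside Leu and Ser, 11 of 123 cerebellar tRNAs also fell and 14 rose. Among those that fell were Ala-TGC-2 (-1.11), Ala-CGC-1 (-0.98) and Glu-CTC-1 (-0.94), of isotypes with a median of 72 nt. The Leu-TAA pool (-0.46), of long tRNAs, did not pass. Length alone therefore does not account for the falls of the shorter tRNAs. An equal effect of ac4C loss on both families in cerebellum, and an effect of the knockout on tRNA-Leu in the other sources, stay open.

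The third pattern is the several-fold lower level of Leu-TAA isodecoders. Scaling of the libraries cannot move the share of these tRNAs within tRNA-Leu reads, and that share had a log2 change of -1.02 in HEK293 cells (Leu-TAA-2 and Leu-TAA-3), -1.999 in liver (Leu-TAA-1) and -1.90 in testes (Leu-TAA-1 and Leu-TAA-2), which argues against scaling as the cause. If reads had been assigned to other tRNA-Leu instead, these should have gained. The other Leu-TAA rows of liver moved by -15.7% of the loss, and Leu rows of other anticodons were not part of that test. All other Leu rows of testes, where no other abundant Leu-TAA row exists, moved by -199.6%. No gain was seen, but a fall of these rows themselves could hide one, and reads no longer assigned uniquely would leave the counts. Reassignment is therefore not excluded in liver or testes. In HEK293 cells the other Leu-TAA rows gained 41.1% of the loss on average, with overlapping values in WT and KO, so reassignment and true loss cannot be told apart there. A loss of these isodecoders with ac4C is a hypothesis that stays open in liver and testes.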

How the results depend on the processing

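The alternatives reported here, library omissions and the replicate block among them, had all been set before the results were seen. Of 803 comparisons of main values with an alternative, 628 stayed on the same side, 157 counts moved by over 1.5 times or to or from 0, 5 called values lost their call, 4 gained one and 9 changed sign. Among named isodecoders 902 of 1094 comparisons kept direction and call, 163 lost the call, 7 gained it and 22 changed sign. Among named anticodon pools the numbers were 739 of 867, 76, 14 and 38. None of these values that had passed its test changed sign. Outside them, the cerebellum tRNA-Arg median, which had passed, turned from 0.28 to -0.02 with equal medians of tRNAs other than Leu and Ser. Leu-TAA-1 and Leu-CAG-2 in liver kept their call under all 16 alternatives. In cerebellum 10 of the 25 called named isodecoders kept it under every alternative that tested them, which were 15 for 3 of these. In HEK293 cells and testes 0 of 6 and 0 of 15 called named isodecoders did so, and leaving out KO 1 ended each of these calls. No mitochondrial tRNA was tested, so a fit to nuclear tRNAs alone would have been identical and was not run. Spread between libraries was largest in testes, where the simulation recovered 23.0% of 4-fold changes, against 96.5% to 100% in the other sources. Equal library totals shifted the median of all tRNAs by -0.15 in liver, 0.33 in cerebellum and -0.74 in testes, TMM by -0.13 in testes, and the scaling on tRNAs other than Leu and Ser by -0.30 in cerebellum and 0.11 in testes. Scaling moves all tRNAs of a library together by construction, and fewer libraries or tRNAs tested change the correction; for the other changes the cause was not tested.

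Counts are of isodecoders unless pools or families are named, and values are log2 changes. A pseudocount of 10 gave in HEK293 0 other families higher, and in testes 3 higher. Testing tRNAs of any abundance gave in HEK293 10 lower, 1 higher, 8 Leu or Ser lower and 0 other families higher, and in liver 5 lower, 1 higher and 0 other families higher, and in cerebellum -0.29 for the cerebellum Ser family median log2 change, and in testes 0 lower, 0 higher, 0 Leu or Ser lower, 1 other family higher and 0.11 for the testes Ser family median log2 change. A minimum mean of 200 gave in HEK293 3 Leu or Ser lower, and in liver 4 lower, 1 higher, 0 other families higher and 0.00438 for the liver Ser family median log2 change, and in testes 7 lower, 3 higher and 0.0828 for the testes Ser family median log2 change. TMM scaling gave in HEK293 1 higher, 8 Leu or Ser lower and 0.0223 for the HEK293 Ser-AGA pool, and in liver 4 lower, 0 pools higher and -0.0119 for the liver Leu-TAG pool, and in cerebellum 0.0370 for cerebellum Arg-TCT-1, and in testes 3 higher, 0 pools lower, 0 pools higher, -0.0703 for testes Arg-TCT-4 and -0.0263 for the testes Ser-CGA pool. Scaling to equal library totals gave in HEK293 3 lower, 3 Leu or Ser lower and 0.0279 for the HEK293 Ser-AGA pool, and in liver 5 lower, 8 pools lower, 2 other families higher, -0.0294 for liver Arg-TCT-1, -0.0170 for the liver Ser-TGA pool, -0.0375 for the liver Ser-CGA pool and -0.14 for the liver Leu-TAG pool, and in cerebellum 16 lower, 37 higher, 9 pools lower, 12 pools higher and 0.31 for cerebellum Arg-TCT-1, and in testes 0 lower, 0 higher, 0 Leu or Ser lower, 0 pools lower, 0 pools higher, -1.35 for the testes Leu family median log2 change, -0.10 for testes Arg-TCT-5, -0.67 for testes Arg-TCT-4, -0.25 for the testes Ser-AGA pool and -0.63 for the testes Ser-CGA pool. Equal medians of tRNAs other than Leu and Ser gave in HEK293 3 lower, 3 Leu or Ser lower, 0 other families higher and -0.0262 for the HEK293 Ser family median log2 change, and in liver 0 pools higher and -0.0153 for the liver Leu-TAG pool, and in cerebellum 38 lower, 3 pools higher, -0.0417 for cerebellum Arg-TCT-5, -0.15 for cerebellum Arg-TCT-3, -0.16 for cerebellum Arg-TCT-2 and -0.28 for cerebellum Arg-TCT-4, and in testes 1 pool lower, 0 pools higher, 0.0474 for the testes Ser-TGA pool and 0.0674 for the testes Leu-AAG pool. Moderation without a trend gave in HEK293 3 Leu or Ser lower, and in liver 0 pools higher, and in testes 2 pools higher. The edgeR test gave in HEK293 1 higher, 8 Leu or Ser lower, 0.00817 for the HEK293 Ser-TGA pool and 0.0513 for the HEK293 Ser-AGA pool, and in liver 4 pools lower, 0 other families higher and -0.0732 for the liver Leu-TAG pool, and in cerebellum 0.0339 for cerebellum Arg-TCT-1, and in testes 2 higher and 3 pools lower. The DESeq2 test gave in HEK293 11 lower, 9 Leu or Ser lower, 0 other families higher, 0.0110 for the HEK293 Ser-TGA pool and 0.0542 for the HEK293 Ser-AGA pool, and in liver 7 lower, 1 higher, 4 Leu or Ser lower, 6 pools lower, 0 pools higher, 0 other families higher and -0.0625 for the liver Leu-TAG pool, and in cerebellum 11 pools higher, and in testes 14 higher, 7 pools higher, -0.53 for the testes Leu family median log2 change and 0.13 for the testes Ser-TGA pool. An estimated correlation in camera gave in HEK293 0 other families higher and -0.42 for the HEK293 Leu family median log2 change, and in liver 0 other families lower, 0 other families higher and -0.42 for the liver Leu family median log2 change, and in cerebellum 0 other families higher, -1.04 for the cerebellum Leu family median log2 change and -1.05 for the cerebellum Ser family median log2 change, and in testes 0 other families lower and 0 other families higher. A robust prior gave in liver 0 pools higher, and in testes 4 higher. The medians with an estimated correlation are unchanged, and their calls were lost at adjusted p-values of 0.818, 0.734 and 0.796 in HEK293, liver and cerebellum. Testing tRNAs of any abundance ended the Ser call of cerebellum (adjusted p = 0.162). The testes Leu family median log2 change passed with equal library totals (adjusted p = 0.0401), with DESeq2 (adjusted p = 0.0468), without WT 1 (adjusted p = 0.0397) and without KO 1 (adjusted p = 0.00985).

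In HEK293 the values without 1 library ranged over 0 to 8 higher, 0 to 1 pools lower, 0 to 2 pools higher, -0.0350 to 0.19 for HEK293 Arg-TCT-1, -0.35 to 0.0893 for the HEK293 Leu-TAA pool, 0 to 5 lower, 0 to 5 Leu or Ser lower, 0 to 3 other families higher, -0.23 to 0.44 for HEK293 SeC-TCA-2, -0.25 to 0.16 for the HEK293 Ser-TGA pool, -0.32 to 0.29 for the HEK293 Ser-AGA pool, -0.38 to 0.21 for the HEK293 Ser-CGA pool, -0.19 to 0.30 for the HEK293 Ser family median log2 change and a Ser share difference of -0.31 to 1.16. In liver the values without 1 library ranged over 2 to 22 lower, 0 to 20 higher, 2 to 6 Leu or Ser lower, 0 to 6 pools lower, 0 to 7 pools higher, 0 to 2 other families higher, -0.0516 to 0.0610 for the liver Ser family median log2 change, -0.21 to 0.46 for liver Arg-TCT-1, -0.23 to 0.0492 for the liver Ser-AGA pool, -0.0686 to 0.10 for the liver Leu-TAG pool, -0.43 to 0.0308 for liver Arg-TCT-5, -0.51 to 0.23 for liver Arg-TCT-2, -0.54 to 0.34 for liver Arg-TCT-3, -0.21 to 0.0309 for the liver Ser-GCT pool and 0 to 1 other families lower. In cerebellum the values without 1 library ranged over 5 to 41 lower, 9 to 35 higher, 2 to 11 pools higher, -0.28 to 0.31 for cerebellum Arg-TCT-4, 4 to 17 Leu or Ser lower and 1 to 19 pools lower. In testes the values without 1 library ranged over 0 to 22 lower, 0 to 19 higher, 0 to 3 Leu or Ser lower, 0 to 8 pools lower, 0 to 12 pools higher, 1 to 4 other families higher, -0.76 to -0.21 for the testes Leu family median log2 change, -0.54 to 0.75 for the testes Ser-CGA pool, -0.30 to 0.21 for the testes Leu-AAG pool, -0.70 to 0.81 for testes Arg-TCT-4, -0.999 to 0.22 for testes Arg-TCT-2, -0.30 to 1.26 for the testes Ser-AGA pool, -0.67 to 0.36 for the testes Ser-GCT pool, -0.25 to 0.66 for the testes Ser family median log2 change, -1.26 to 0.0271 for the testes Leu-CAA pool and -1.01 to 0.88 for the testes Ser-TGA pool. Without 1 library, the number of tRNAs whose KO effect differed ranged from 0 to 50 between liver and testes, 1 to 16 between liver and cerebellum and 21 to 66 between cerebellum and testes.

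WT and KO libraries share only a replicate number, with 2 numbers per source, so pairing is not established. The differences between replicates 1 and 2 in WT and in KO correlated across tRNAs by -0.46 in HEK293, -0.11 in liver, 0.13 in cerebellum and 0.09 in testes. The replicate block gave in HEK293 1 higher, and in liver 7 lower, 1 higher and 2 other families higher, and in testes 0 pools lower and 0 pools higher. The fit then has fewer residual degrees of freedom, so a lost call is not a weaker effect.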

Other observations

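Beyond the isotypes described above, tRNA-Leu and tRNA-Ser as 1 list were lower in HEK293 cells (median -0.24, adjusted p = 2.21e-06), liver (-0.16, adjusted p = 0.00987) and cerebellum (-1.05, adjusted p = 2.53e-08), with -0.32 in testes (adjusted p = 0.144). None of these passed with an estimated correlation, where the adjusted p was 0.818, 0.734, 0.796 and 0.737. Of 29, 19, 20 and 21 isodecoders, 5, 2, 14 and 3 fell by the test over all tRNAs and 9, 2, 17 and 3 when adjusted over the list alone. The tRNA-Leu isodecoders other than Leu-CAG were lower in HEK293 cells (median -0.42, adjusted p = 2.28e-07), liver (-0.32, adjusted p = 0.0138) and cerebellum (-0.95, adjusted p = 0.00218), and had a median of -0.62 in testes (adjusted p = 0.127). The Leu-CAG isodecoders had medians of -0.57 in HEK293 cells (adjusted p = 0.11), -0.66 in liver (adjusted p = 0.0465), -1.07 in cerebellum (adjusted p = 0.148) and -0.66 in testes (adjusted p = 0.622). With an estimated correlation none of these list calls passed either, at the same adjusted p-values of 0.818 (HEK293), 0.734 (liver) and 0.796 (cerebellum).

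The tRNAs that carry queuosine, a modified guanosine in the anticodon of tRNA-Tyr, tRNA-His, tRNA-Asn and tRNA-Asp, had medians of 0.10, 0.14, -0.18 and 0.92 in HEK293 cells, liver, cerebellum and testes (adjusted p = 0.308, 0.910, 0.607 and 0.416), with the sign turned by equal library totals in liver (-0.02) and cerebellum (0.15). The Arg-TCT isodecoders had medians of -0.14, -0.12, 0.14 and 0.63 in the same order (adjusted p = 0.596, 0.790, 0.597 and 0.587), with the sign turned in cerebellum by equal medians of tRNAs other than Leu and Ser (-0.16) and in testes by equal library totals (-0.10). The 2 SeC isodecoders of HEK293 cells had a median of -0.12 (adjusted p = 0.596), and the single SeC of mouse had no family test. Among the remaining isotypes the lowest adjusted p was that of tRNA-Gly in HEK293 cells (median 0.22, adjusted p = 0.178) and of tRNA-Pro in liver (0.50, adjusted p = 0.0926). In cerebellum it was that of tRNA-Lys, which camera placed higher (mean 0.79, adjusted p = 0.140) although its median was -0.04, or 0.28 with equal library totals. In testes it was shared by tRNA-Gln (0.94) and tRNA-Phe (-1.93), each at an adjusted p of 0.127. None of these passed, and the other isotypes not described above had a higher adjusted p in their table.

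The mouse annotation of GRCm38.p6 held 3 genes for Leu-TAA, each 83 nt long and on the minus strand. They lie on chromosome 10 at 12922571 to 12922653, within an exon of B230208H11Rik, on chromosome 13 at 21848022 to 21848104, and on chromosome 19 at 12011086 to 12011168, with no other annotated gene overlapping the latter 2. The deposited tables do not say which of these genes Leu-TAA-1 and Leu-TAA-2 stand for.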
